# Retinol saturase coordinates liver metabolism by regulating ChREBP activity

**DOI:** 10.1038/s41467-017-00430-w

**Published:** 2017-08-30

**Authors:** Steffi Heidenreich, Nicole Witte, Pamela Weber, Isabel Goehring, Alexander Tolkachov, Christian von Loeffelholz, Stephanie Döcke, Michael Bauer, Martin Stockmann, Andreas F. H. Pfeiffer, Andreas L. Birkenfeld, Matthias Pietzke, Stefan Kempa, Matthias Muenzner, Michael Schupp

## Abstract

The liver integrates multiple metabolic pathways to warrant systemic energy homeostasis. An excessive lipogenic flux due to chronic dietary stimulation contributes to the development of hepatic steatosis, dyslipidemia and hyperglycemia. Here we show that the oxidoreductase retinol saturase (RetSat) is involved in the development of fatty liver. Hepatic RetSat expression correlates with steatosis and serum triglycerides (TGs) in humans. Liver-specific depletion of RetSat in dietary obese mice lowers hepatic and circulating TGs and normalizes hyperglycemia. Mechanistically, RetSat depletion reduces the activity of carbohydrate response element binding protein (ChREBP), a cellular hexose-phosphate sensor and inducer of lipogenesis. Defects upon RetSat depletion are rescued by ectopic expression of ChREBP but not by its putative enzymatic product 13,14-dihydroretinol, suggesting that RetSat affects hepatic glucose sensing independent of retinol conversion. Thus, RetSat is a critical regulator of liver metabolism functioning upstream of ChREBP. Pharmacological inhibition of liver RetSat may represent a therapeutic approach for steatosis.

## Abstract (web summary)

Fatty liver is one of the major features of metabolic syndrome and its development is associated with deregulation of systemic lipid and glucose homeostasis. Here Heidenreich et al. show that retinol saturase is implicated in hepatic lipid metabolism by regulating the activity of the transcription factor ChREBP.

## Introduction

Retinol saturase (RetSat) is an NADH/NADPH- or FADH-dependent oxidoreductase and strongly expressed in liver, adipose tissue and kidney^1^. Major transcriptional regulators of *RetSat* expression include peroxisome proliferator-activated receptor α (PPARα) and forkhead box O1 (FoxO1) in liver^2–4^, and PPARγ in adipose tissue, where *RetSat*’s expression is robustly induced during the differentiation of precursor cells into adipocytes^5^. Cellular RetSat protein localizes primarily to the endoplasmic reticulum and catalyzes the conversion of retinol to 13,14-dihydroretinol (13,14-dhretinol)^1, 5, 6^, a retinoid metabolite that can act as precursor for the generation of 13,14-dihydroretinoic acid^7^. Although it was found that these dihydroretinoids bind retinoic acid receptors (RAR) with lower affinities than their non-reduced forms^8^, their biological relevance is largely unknown. A recent study identified the 9-*cis-*isomer of 13,14-dihydroretinoic acid as an endogenous ligand for retinoid X receptor (RXR)^9^. Whether RetSat is a biologically relevant enzyme for providing precursors for endogenous RXR ligand generation is currently unknown.

We previously reported that RetSat depletion in adipocyte precursor cells impaired their adipogenic conversion in vitro and found its expression in adipose tissue downregulated in obesity^5^. Surprisingly, reduced adipogenesis upon RetSat depletion was not overcome by providing 1314-dhretinol, suggesting that 13,14-dhretinol generation is not responsible for its pro-adipogenic function. On the other hand, complete inactivation of RetSat’s enzymatic activity by mutating the dinucleotide-binding motif blunted its effects, indicating that RetSat promotes adipogenesis via an additional, yet unknown enzymatic reaction^5^.

Besides promoting adipogenesis and conferring cellular sensitivity towards oxidative stress^10^, deeper insights into RetSat’s biological functions are missing. Mice with whole-body germline deletion of RetSat exhibit altered body composition with an unexpected shift to higher fat mass but, so far, have not been associated with any other phenotype^11^. A bioinformatic analysis of gene expression profiles from type 2 diabetes-related animal models and human tissue samples identified *RetSat* as the gene with the highest differential mRNA expression across all analyzed data sets^12^, suggesting a much broader involvement of RetSat in regulating glucose and fatty acid metabolism.

To identify novel functions of RetSat we studied the liver, the tissue with the strongest RetSat expression^1, 5^. We found that RetSat expression correlates with liver steatosis in humans and that its hepatic depletion lowers liver triglycerides (TGs) and improves metabolic parameters in dietary obese mice, at least in part, by interfering with the activity of the cellular hexose-phosphate sensor carbohydrate response element-binding protein (ChREBP)^13^. These findings link RetSat to sugar sensing in hepatocytes and may allow for novel therapeutic approaches for metabolic liver diseases.

## Results

### RetSat regulates glycolytic and lipogenic pathways in hepatocytes

We found RetSat protein robustly expressed in several metabolically relevant organs and highest in liver, followed by kidney, epididymal white adipose tissue and muscle (Fig. 1a, whole blot shown in Supplementary Fig. 9), correlating well with its known mRNA expression pattern^1, 5^. To gain functional insights, we performed gene expression profiling of primary mouse hepatocytes that were depleted of RetSat by siRNA for 48 h (Fig. 1b, whole blot shown in Supplementary Fig. 10). 

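RetSat mRNA itself was strongly lowered by the siRNA. The log2 value of Retsat was 6.95 ± 0.13 (SD, n = 3 transfections) with control siRNA (siControl) and 4.75 ± 0.12 (SD, n = 3 transfections) with siRNA against RetSat (siRetSat), so that 21.8% of the control signal remained. This is a log2 fold change of -2.20 (standard error 0.105, adjusted p = 0.000112 from limma). All 3 siRetSat values lay below all 3 siControl values (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). Hepatocytes, the metabolic cells of the liver, were seeded at 250000 cells per well in medium with 25 mM glucose and transfected overnight with 1 nmol of siRNA. By the sample labels, RNA was taken 48 h after the medium was changed the next morning. For the profiling the paper gives 48 h of depletion without that starting point, and its Fig. 1b, on RetSat protein, counts the 48 h from transfection. From each sample 100 ng was amplified, labelled and hybridised to Affymetrix Mouse Gene 1.0 ST arrays, 3 per group. The sample labels describe cells of a single male C57BL/6J mouse aged 10 weeks and siRNA from Dharmacon, whereas the paper gives mice aged 6 to 8 weeks and siRNA from Eurogentec. The p-values therefore measure the spread between transfections of cells from 1 mouse, not the spread between mice. The submitters' processing notes name RMA and Partek 6.6, and the deposited values are normalized log2 intensities per probe set, rounded to 2 decimals. Of 35556 probe sets, 21789 carried 1 gene symbol, 1621 several and 12146 none, and the brightest probe set of each of 19938 genes was compared between the groups by limma with Benjamini-Hochberg adjustment. The number of arrays limits the precision. In simulated data with the spread of these arrays, 60.6% of genes changed by 1.5-fold and 98.7% of genes changed by 2-fold were recovered.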

Unexpectedly, RetSat depletion in hepatocytes resulted in a rather high number of 1602 regulated genes (*P* < 0.05 (two tailed Students’s *t*-test) and fold-change ≥ 1.25 cutoff), suggesting that RetSat’s enzymatic function may couple to the control of gene expression. 

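Of the 19938 genes tested, 380 were higher and 330 lower in siRetSat than in siControl at an adjusted p under 0.05 from limma, 710 in all. The samples analysed here hold no second siRNA against RetSat. Other effects of this siRNA can therefore not be told apart from those of RetSat loss. Of the 10 largest rises, 5 belong to the list of type I interferon response genes, of whose 22 measured members 19 rose and none fell, and 21 rose when adjusted over the list alone. This list lay higher than the other genes by camera (adjusted p = 1.26e-36), which was lost with an estimated correlation (adjusted p = 0.0975). Ifit3 had a log2 fold change of 4.06 (standard error 0.166, adjusted p = 0.000112 from limma). Its paralog Ifit3b, whose probes may share its transcripts, rose by 4.01. The siControl mean of Ifit3b was 3.84, under the cut of 4.33 for dim genes, so the size of its rise is uncertain. Rsad2, Zbp1 and Oasl2, which act in antiviral defence, rose by 2.31, 2.01 and 1.90, and the guanylate-binding proteins Gbp7 and Gbp3 by 1.89 and 1.87. Gm12250, Lipn and Phf11d complete the 10 largest rises, at 2.04, 1.96 and 1.93. Beside them, 1 of 14 macrophage markers was higher, Cd14, at a log2 fold change of 0.59, which passed in 2 of the 6 fits that leave out a single array, and none was lower, with 2 higher when adjusted over the list alone. Among the 10 largest falls apart from Retsat itself, Acta2 (smooth muscle actin), Cnn1 (calponin) and Acta1 (skeletal muscle actin) had log2 fold changes of -2.40, -1.87 and -1.78. Acta1 and Acta2 are close paralogs whose probes may share transcripts. The log2 fold change was -2.68 for Mrgprb3, -2.23 for Purb, -1.79 for Egln3, -1.65 for Cyp2c67, -1.57 for Prom1, -1.55 for Timp3 and -1.52 for Tmem123. Tmem123 did not pass without siControl 2 or without siControl 3. At the study's cutoffs of an unadjusted P under 0.05 and a fold of at least 1.25, limma gave 892 genes higher and 913 lower, 1805 in all. The 710 became 207 without siControl 2, 294 without siControl 3, 226 without siRetSat 2 and 317 without siRetSat 3, and 15 without both arrays numbered 2 and 111 without both numbered 3. It was 342 with each array centred on its median and 2905 with array weights. From the number of regulated genes, the paper proposes that the enzymatic function of RetSat may couple to the control of gene expression.

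**Figure D1:**
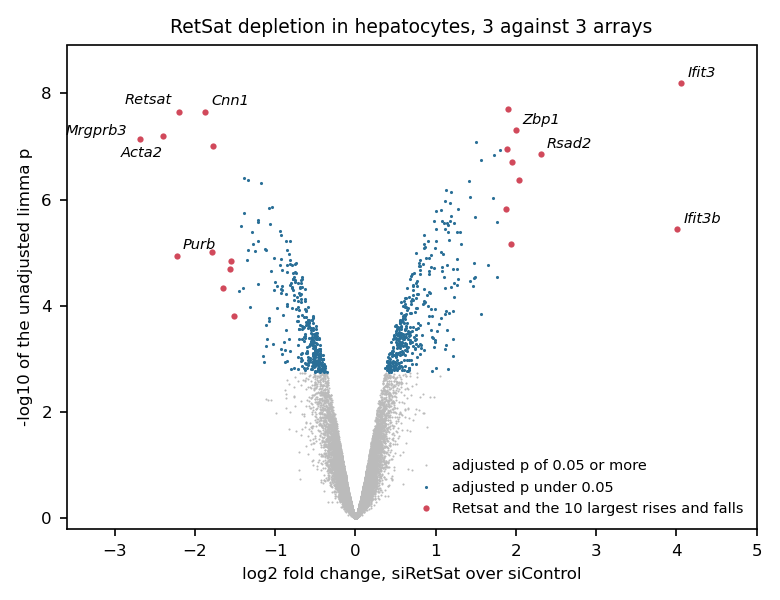
Each point is a gene, with its log2 fold change of siRetSat over siControl on the x axis and -log10 of the unadjusted limma p on the y axis, from 3 arrays per group. Blue points passed an adjusted p of 0.05, and red points mark Retsat at -2.20, the 10 largest rises up to 4.06 for Ifit3 and the 10 largest falls other than Retsat, down to -2.68 for Mrgprb3.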

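Enzymes of amino acid breakdown and the urea cycle were over-represented among the genes past the study's cutoffs, with 12 of 33 measured members, 3 higher and 9 lower (two-sided Fisher's exact test, adjusted p = 0.000176 over 31 lists). At an adjusted p under 0.05 from limma, 2 of them rose and 6 fell, and adjusted over the list alone 3 rose and 9 fell. The log2 fold change was -0.75 for Gldc, which cleaves glycine, -0.82 for Cps1, the first enzyme of the urea cycle, and -0.53 for Cth, which makes cysteine. Hgd, which breaks down tyrosine, rose by 0.69 and the alanine transaminase Gpt by 0.63. The list as a whole did not shift to one side (camera, adjusted p = 0.618). Of 16 measured glycolytic genes, 5 were past the study's cutoffs and all 5 were lower (Fisher's exact test, adjusted p = 0.0273). This glycolytic share was not past the threshold against a background without dim genes (adjusted p = 0.0923) or with the calls at an adjusted p under 0.05 (adjusted p = 0.546). Of 16 genes of fructose, galactose and glycogen metabolism 2 were past the cutoffs, both higher (adjusted p = 0.721), and of 11 genes of gluconeogenesis 3, with 1 higher and 2 lower (adjusted p = 0.114). In the second of these lists Pcx, which makes oxaloacetate from pyruvate, rose by 0.55. Coagulation and fibrinolysis genes, which take part in wound healing, had 8 of 22 past the cutoffs, 4 in each direction (adjusted p = 0.00276). At an adjusted p under 0.05, 3 rose and 3 fell, and adjusted over the list alone 4 rose and 4 fell. The fibrinogen chains Fgg, Fga and Fgb had log2 fold changes of -1.08, -0.65 and -0.42, whereas the clotting factors F11 and F7 rose by 0.80 and 0.47. Gldc, Hgd, Fgg and F11 passed in all 6 fits that leave out a single array, whereas Cps1, Cth, Gpt, Pcx, Fga, Fgb and F7 passed neither without siControl 2 nor without siRetSat 2. These lists were written by hand and are not gene ontology terms, and Fisher's exact test treats genes as independent.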

Regulated genes enriched primarily to gene ontology (GO) pathways of intermediary cell metabolism of oxoacids, hexoses/monosaccharides, and amino acids (top five terms shown in Fig. 1c). Among genes related to hexose/monosaccharide metabolism, we noticed that several glycolytic genes, including *aldolase* (*Aldoa*), *phosphofructokinase*, *liver* (*Pfkl*) and *pyruvate kinase*, *liver* (*Pklr*) were downregulated upon RetSat depletion (Supplementary Fig. 1a). 

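Aldoa, Pfkl and Pklr, which encode enzymes of glycolysis, were each lower in all 3 siRetSat arrays than in all 3 siControl arrays and past the study's cutoffs, but not past an adjusted p of 0.05. The log2 value of Aldoa was 11.16 ± 0.13 (SD, n = 3) in siControl and 10.78 ± 0.17 (SD, n = 3) in siRetSat, a log2 fold change of -0.38 (standard error 0.116, adjusted p = 0.152 from limma). Pfkl went from 8.64 ± 0.18 to 8.19 ± 0.11 (SD, n = 3 each), a log2 fold change of -0.45 (standard error 0.116, adjusted p = 0.0902 from limma). Pklr, the liver pyruvate kinase, went from 11.20 ± 0.13 to 10.82 ± 0.02 (SD, n = 3 each), a log2 fold change of -0.38 (standard error 0.0942, adjusted p = 0.0793 from limma). Of 16 measured glycolytic genes in a list of 21, 1 fell, none rose and 15 did not pass at an adjusted p under 0.05, and 6 fell when adjusted over the list alone. The 1 that fell was Pfkp, the platelet-type phosphofructokinase, at -0.55 (adjusted p = 0.0452 from limma), and it passed in only 1 of the 6 fits that leave out a single array, the one without siRetSat 1. Hk2 (hexokinase) had a log2 fold change of -0.52 (adjusted p = 0.0786 from limma) and Tpi1 (triosephosphate isomerase) one of -0.23 (adjusted p = 0.401 from limma). The median over the list was -0.23. The list lay lower than the other genes by camera (adjusted p = 0.000138), which was lost with an estimated correlation (adjusted p = 0.624). Tested by fry against no change, the list had an adjusted p of 0.0826. The genes of the list beyond the 16 measured were not analysed here.

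**Figure D2:**
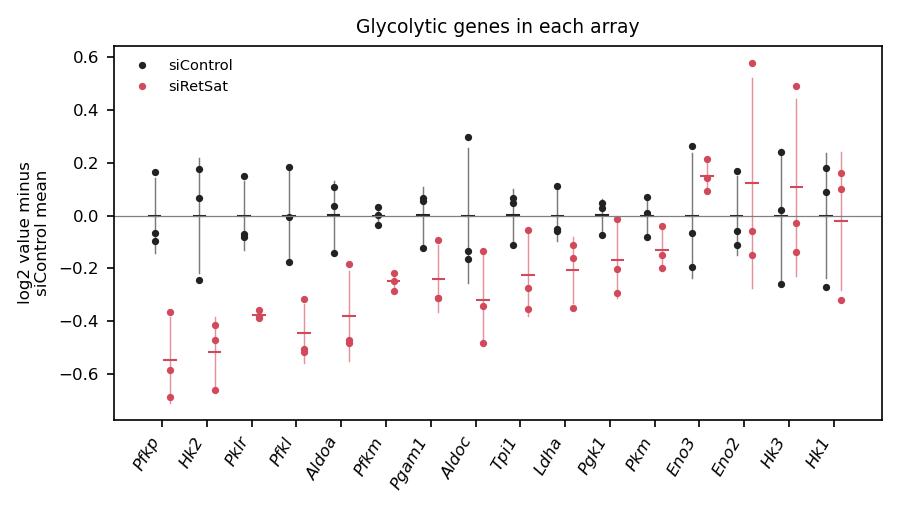
Each dot is 1 array, as its log2 value minus the siControl mean of that gene, for 16 glycolytic genes ordered by p. Horizontal bars are group means and vertical lines 1 SD to each side (n = 3), and Pfkp at -0.55, Hk2 at -0.52 and Pfkl at -0.45 have the lowest siRetSat means.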

We validated the regulation of some of these genes by quantitative PCR (qPCR) and extended our analysis to pathways downstream of glycolysis, namely de novo lipogenesis and the elongation, esterification and desaturation of fatty acids. Strikingly, many of these genes were also downregulated (Fig. 1d). We then tested whether altered gene expression bears functional relevance and found a reduction in glycolytic flux, de novo lipogenesis, and a lower palmitoleate/palmitate ratio that indicates reduced palmitate desaturation in RetSat-depleted hepatocytes (Figs. 1e-g). Thus, RetSat depletion impairs glycolytic flux and lipid metabolism in primary hepatocytes.

**Fig. 1:**
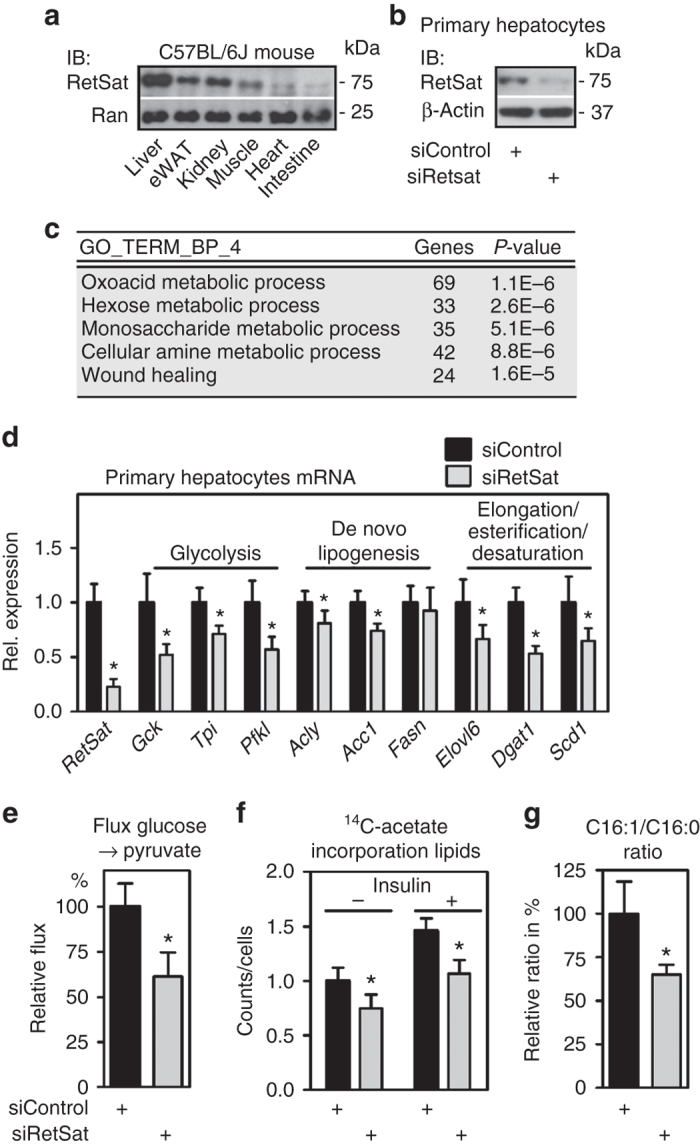
RetSat controls glycolytic and lipogenic pathways in primary hepatocytes. **a** RetSat protein expression in metabolically relevant mouse tissues was analyzed by immunoblotting. **b** RetSat protein expression, 48 h after transfecting Control or RetSat siRNA, was determined by immunoblotting. **c** Top five enriched pathways of genes that are regulated by RetSat depletion in hepatocytes were identified by DAVID functional annotation of Affymetrix gene expression profiles. **d** mRNA expression of selected genes in siControl or siRetSat hepatocytes was determined by qPCR. Data are shown as mean ± s.d., *n* = 6 independent transfections of hepatocyte cultures from two mice; *P < 0.05 by two-tailed *t*-test. An independent experiments yielded similar results. **e** Hepatocytes depleted of RetSat were incubated with ^13^C-glucose for 5 min and ^13^C-pyruvate labelling analyzed by mass spectroscopy. Data are shown as mean ± s.d., *n* = 4 independent transfections of hepatocyte cultures from the same mouse; *P < 0.05 by two-tailed *t*-test. An independent experiment yielded similar results. **f** Incorporation of ^14^C-acetate into extractable lipids was assessed in hepatocytes treated as indicated. Data are shown as mean ± s.d., *n* = 6 independent transfections of hepatocyte cultures from the same mouse; significance between siControl and siRetSat was tested by two-tailed *t-*test and *P < 0.05. An independent experiment yielded similar results. **g** Palmitate/palmitoleate ratio in siControl- or siRetSat-treated hepatocytes was assessed by mass spectroscopy. Data are shown as mean ± s.d., *n* = 4 independent transfections of hepatocyte cultures from the same mouse; *P < 0.05 by two-tailed *t*-test. An independent experiment yielded similar results

### RetSat is elevated in obese mouse liver and controls lipid metabolism

Given this functional relevance, we compared RetSat mRNA levels in livers of lean and diet-induced, obese mice (body weights of 29.7 ± 1.61 g vs. 47.9 ± 2.83 g, respectively) and found it increased in obese animals (Fig. 2a). We next addressed whether RetSat regulates lipid metabolism in vivo. To acutely deplete RetSat in livers of adult mice, we generated adenoviruses that target βGal (Control) or RetSat by expressing shRNA. Tail-vein injection of adenoviruses yields transient and highly liver-specific expression, as validated by a FLAG-tagged protein that was delivered similarly and detected only in liver (Supplementary Fig. 1b). Depleting hepatic RetSat expression (Fig. 2b, whole blot shown in Supplementary Fig. 11) in adult, NC-fed mice did not change any of the metabolic parameters measured, when analyzed 6 days after virus injection (Supplementary Table 1). In contrast, acute RetSat depletion in mice that were challenged by HS/HFD-feeding before injecting viruses strongly reduced the liver TG content (Fig. 2c, d). Consistently, hepatic expression of genes involved in de novo lipogenesis and fatty acid elongation and desaturation, including the enzyme that produces mono-unsaturated fatty acids (MUFAs), *stearoyl*-*CoA desaturase 1* (*Scd1*)^14^, was lower (Fig. 2e), resembling the consequences of RetSat depletion in primary hepatocytes. Consistent with reduced expression of genes like *ATP citrate lyase (Acly)*, *acetyl-CoA carboxylase 1 (Acc1)* and *fatty acid synthase (Fasn)* in shRetSat-treated mice, liver de novo palmitate synthesis tended to be lower (Fig. 2f). Food intake of HS/HFD-fed mice with hepatic RetSat depletion was lower without reaching significance (Fig. 2g). Serum levels of TG, non-esterified fatty acids (NEFAs) and blood glucose were strongly reduced in both ad libitum-fed and fasted mice (Fig. 2h-j). Lower blood glucose was not due to increased insulin, since serum insulin was reduced (Fig. 2k). Glucose tolerance was enhanced in mice with liver-specific depletion of RetSat, whereas the glucose-lowering effects of insulin were comparable (Supplementary Fig. 2a, b, respectively). Basal Akt phosphorylation (S473) was slightly higher in shRetSat-treated mice and similar to control mice after the injection of insulin (Supplementary Fig. 2c). Taken together, we found that RetSat expression is elevated in livers of obese mice, and that its acute depleting has profound metabolic effects in HS/HFD-fed, but not in NC-fed mice.

**Fig. 2:**
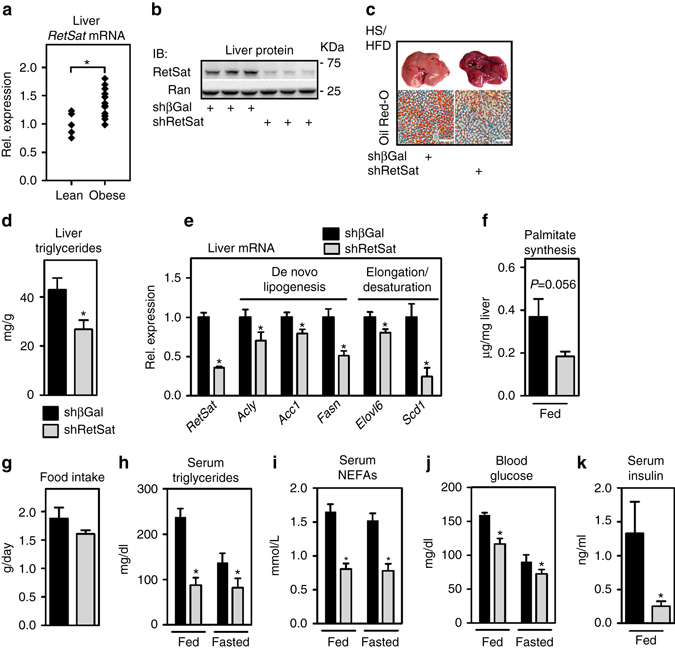
Hepatic RetSat expression is increased in obese mice and regulates lipid metabolism. **a** RetSat mRNA expression in livers of lean, NC-fed (*n* = 5) and obese, HS/HFD-fed (*n* = 13) mice was determined by qPCR. *P < 0.05 between groups by two-tailed *t*-test. **b** Mice were injected with adenoviruses expressing shRNA targeting βGal or RetSat. Six days later, liver protein was analyzed for RetSat protein by immunoblotting. **c**–**j** HS/HFD-fed mice were treated as described in **b**, **c** liver stained for TGs by Oil Red-O, *scale bars* = 200 µM. **d** Liver TGs in mice were determined biochemically. Data are shown as mean ± s.e.m., *n* = 12 (shβGal), 13 (shRetSat); *P < 0.05 by two-tailed *t*-test. An independent experiment yielded similar results. **e** Hepatic mRNA expression of genes involved in lipid metabolism was determined by qPCR. Data are shown as mean ± s.e.m., *n* = 7 (shβGal), 6 (shRetSat); *P < 0.05 by two-tailed *t*-test. An independent experiment yielded similar results. **f** Newly synthesized palmitate in liver was assessed by determining the incorporation of deuterated water. Data are shown as mean ± s.e.m., *n* = 5 (shβGal), 5 (shRetSat); *P* value was determined by two-tailed *t-*test. **g** Food intake was measured for two 24 h periods. Data are shown as mean ± s.e.m., *n* = 6 (shβGal), 5 (shRetSat); *P < 0.05 by two-tailed *t* test. **h**–**j**: serum TGs, NEFAs, and blood glucose in ad libitum-fed or 24 h-fasted mice, determined 6 days after virus injection. Data are shown as mean ± s.e.m., *n* = 13 (shβGal), 12 (shRetSat); *P < 0.05 between both groups by two-tailed *t-*test. An independent experiment yielded similar results. **k** Serum insulin in ad libitum-fed mice was determined by ELISA. Data are shown as mean ± s.e.m., *n* = 9 (shβGal), 10 (shRetSat); *P < 0.05 by two-tailed *t*-test

### Hepatic RETSAT correlates with obesity and steatosis in humans

We then addressed whether RETSAT could be linked to hepatic lipid metabolism in humans. In a set of liver samples derived from abdominal surgery, *RETSAT* mRNA expression correlated positively with patient body mass index (Fig. 3a). Moreover, *RETSAT* expression showed a strong correlation with the degree of steatosis (Fig. 3b), an established clinical parameter determined by histology^15^, and the homeostatic model assessment - insulin resistance index (HOMA-IR)^16^ (Fig. 3c). We also identified correlations between *RETSAT* expression and serum TG (Fig. 3d), and the percentage of MUFAs from total FA (Fig. 3e). Thus, the pattern of *RETSAT* expression in liver samples could imply a function in hepatic glucose and lipid metabolism in humans.

**Fig. 3:**
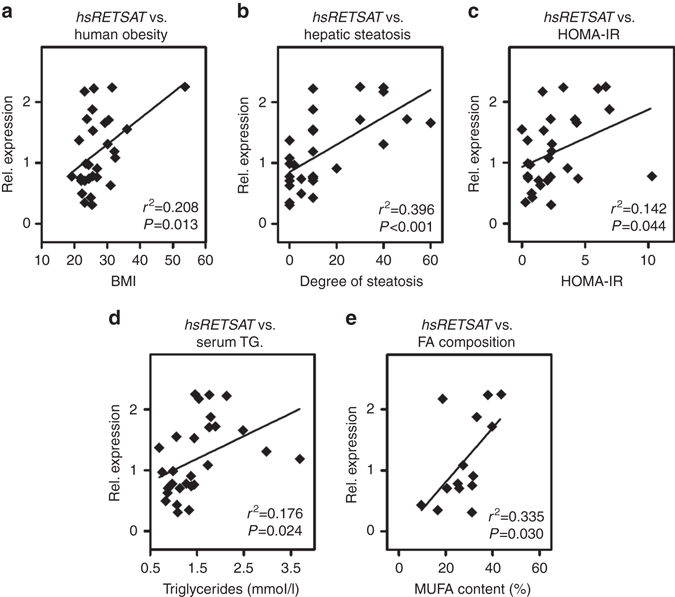
Hepatic RetSat expression in humans correlates with obesity and liver steatosis. *RETSAT* mRNA expression in human liver samples was determined by qPCR (*n* = 29) and correlated with **a** patient body mass index, **b** degree of hepatic steatosis, **c** HOMA-IR and **d** serum TG. **e** In a subset of 14 liver samples, MUFA content was determined and correlated with the expression of *RETSAT*. Normality of data was assessed by the Kolmogorov–Smirnov test and, depending on data distribution, significance was determined by Pearson **a**, **c**–**e** or Spearman **b** correlation coefficient

### RetSat regulates ChREBP and its target gene expression

We next analyzed livers of HS/HFD-fed mice with or without RetSat depletion in more detail to identify the underlying mechanisms of reduced liver and serum TGs. Increased hepatic de novo lipogenesis contributes to both liver steatosis and elevated serum TG upon HS/HFD-feeding^17, 18^. We therefore tested whether major transcriptional regulators of de novo lipogenesis, sterol regulatory element binding protein 1c (Srebp1c)^19^, liver x receptor alpha (Nr1h3 = Lxrα)^20^, or ChREBP^21–23^ were affected by RetSat depletion. Only *ChREBP* mRNA expression was decreased, with a more pronounced reduction for the weakly expressed, but more active β-isoform^24–26^ (Fig. 4a).

**Fig. 4:**
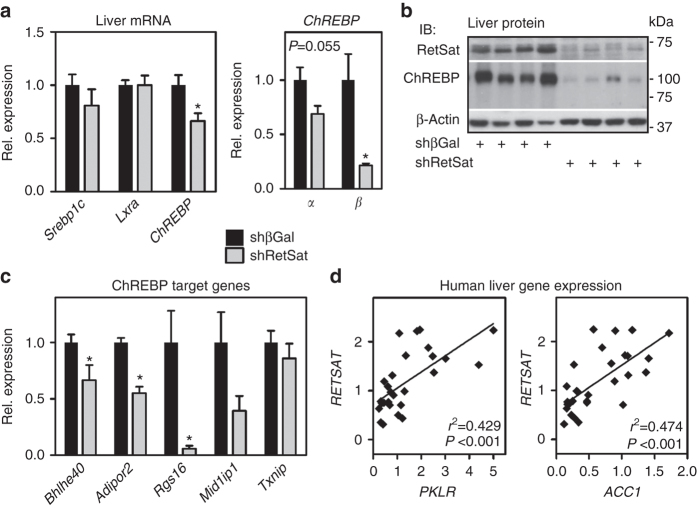
RetSat depletion in mouse liver reduces protein levels and target gene expression of ChREBP. Mice fed HS/HFD were injected with adenoviruses expressing shRNA targeting βGal or RetSat. Six days later, livers were analyzed for **a** mRNA expression of the indicated transcription factors. **b** RetSat and ChREBP protein expression by immunoblotting, and **c** known ChREBP target genes by qPCR. In **a**, **c**, data are shown as mean ± s.e.m., *n* = 7 (shβGal), 6 (shRetSat); *P < 0.05 by two-tailed *t*-test. **d** *RETSAT, PKLR* and *ACC1* mRNA expression in human liver samples was determined by qPCR (*n* = 29) and correlated. Normality of data were tested by the Kolmogorov–Smirnov test and significance was determined by the Pearson correlation coefficient

By analyzing liver protein expression we found that ChREBPα (migrating at ~100 kDa) was strongly reduced, even more than its mRNA regulation would predict (Fig. 4b, whole blot shown in Supplementary Fig. 12). Protein of the β-isoform (migrating at ~75 kDa)^25^ was undetectable under either condition (Fig. 4b). In accordance with lower levels of ChREBP protein, most of the analyzed canonical target genes of ChREBP^27–29^ were reduced in livers depleted of RetSat (Fig. 4c). Moreover, the ChREBP target genes *PKLR* ^13^ and *acetyl-CoA carboxylase 1* (*ACC1*)^30, 31^ strongly correlated with *RETSAT* expression in human liver samples (Fig. 4d). Taken together, our data suggest a functional link between RetSat and ChREBP. Thus, RetSat depletion may cause at least some of the observed metabolic alterations by interfering with hepatic ChREBP in HS/HFD-fed mice.

Although NC-fed mice depleted of hepatic RetSat lacked obvious metabolic alterations, we asked whether ChREBP-dependent responses were affected. Maximizing hepatic ChREBP activity by 4 h re-feeding strongly induced the canonical target genes *Fasn* ^30, 31^ and *regulator of G-protein signaling 16* (Rgs16)^32^ in livers of control mice. This induction was significantly impaired in mice with hepatic RetSat depletion (Supplementary Fig. 3a), indicating that hepatic RetSat depletion impairs ChREBP activation also in mice fed NC. Since blood glucose levels during re-feeding were similar in both groups (Supplementary Fig. 3b), reduced ChREBP target gene expression is a primary effect of depleting RetSat and not secondary due to lower blood glucose levels. However, strongly reduced ChREBP protein levels and impaired target gene expression in livers of HS/HFD-fed mice may be due to both, direct effects of RetSat depletion and lower blood glucose levels.

### RetSat controls ChREBP activity and glucose sensing in hepatocytes

ChREBP is a pivotal regulator of glycolysis and de novo lipogenesis^21^. Our finding that RetSat depletion interferes with ChREBP-dependent pathways is compatible with RetSat’s function in primary hepatocytes (Fig. 1). In contrast to liver, RetSat depletion in hepatocytes for 48 h did not affect mRNA or protein levels of ChREBP (Fig. 5a). However, we found an overall downregulation of canonical target genes of ChREBP^27, 28^ (Fig. 5b) but not of Lxrα (Supplementary Fig. 4), irrespective of the siRNA target sequences used to deplete RetSat (Fig. 5c). 

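Several known ChREBP targets fell in RetSat-depleted hepatocytes, and others did not pass the test or rose. Of the 11 genes in the heatmap of Fig. 5b, 10 were measured here, of which 5 fell, none rose and 5 did not pass at an adjusted p under 0.05 from limma, and 8 fell when adjusted over the list alone. The genes of that heatmap are the study's own selection and its values appear to come from these arrays, so the direction of the list is not independent evidence. Txnip, a glucose-induced regulator of thioredoxin, went from a log2 value of 8.88 ± 0.23 to 7.87 ± 0.12 (SD, n = 3 each), a log2 fold change of -1.01 (standard error 0.131, adjusted p = 0.00584 from limma). Inhbe, Mid1ip1, Adipor2 and Slc25a10 fell too, with log2 fold changes of -0.74, -0.69, -0.67 and -0.51. Slc25a10 did not pass in any fit that left out a single array. Mid1ip1 did not pass without siControl 2, nor Adipor2 without siRetSat 2. Pdk2 had a log2 fold change of -0.51 (adjusted p = 0.0649 from limma), Rgs16 of -0.33 (adjusted p = 0.304) and Bhlhe40 of -0.30 (adjusted p = 0.264). Slc2a5 had one of -0.14 (adjusted p = 0.646) and Pnpla3 one of 0.01 (adjusted p = 0.994). The siControl mean of Slc2a5, 3.77, was under the cut of 4.33 for dim genes, and that of Pnpla3, 4.47, was just above it. A fall of either could be missed here. The list median was -0.51 and lay below that of other genes by camera (adjusted p = 5.14e-09), which was lost with an estimated correlation (adjusted p = 0.0659). That estimate was -0.0227, below the preset 0.01, so correlation between the genes does not account for the loss. In a wider list of canonical targets, 21 were measured, of which 3 fell, 1 rose and 17 did not pass. Adjusted over the list alone 4 fell and 1 rose. Txnip, Mid1ip1, Rgs16, Bhlhe40 and Pnpla3 belong to both lists, so the tests of the wider list are not separate evidence. Of the 3 that fell, only G6pc is outside the list of Fig. 5b. G6pc, which releases glucose, fell at -0.53 and passed in only 1 of the 6 fits that leave out a single array, the one without siRetSat 1. The siRetSat mean of G6pc was 4.22, under the cut of 4.33 for dim genes, so the size of its fall is uncertain. Thrsp, which promotes fatty acid synthesis, rose by 1.08 (adjusted p = 0.00378 from limma). The median of this list was -0.16 (camera, adjusted p = 0.00526), which was lost with an estimated correlation (adjusted p = 0.624). Tested by fry against no change, this list had an adjusted p of 0.0814, and the list of Fig. 5b one of 0.000895. Past the study's cutoffs, 6 canonical targets were lower and 1 higher (two-sided Fisher's exact test, adjusted p = 0.00645, and 0.0524 without dim genes). In the list of Fig. 5b, 7 were lower and none higher (adjusted p = 7.17e-05, and 0.000446 without dim genes). Of 14 LXR targets 1 rose and none fell at an adjusted p under 0.05, and 1 rose when adjusted over the list alone, with a list median of 0.02 (camera, adjusted p = 0.423). The member that rose was Smpdl3a, at 0.58, which did not pass without siControl 2 or 3 or siRetSat 2 or 3.

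**Figure D3:**
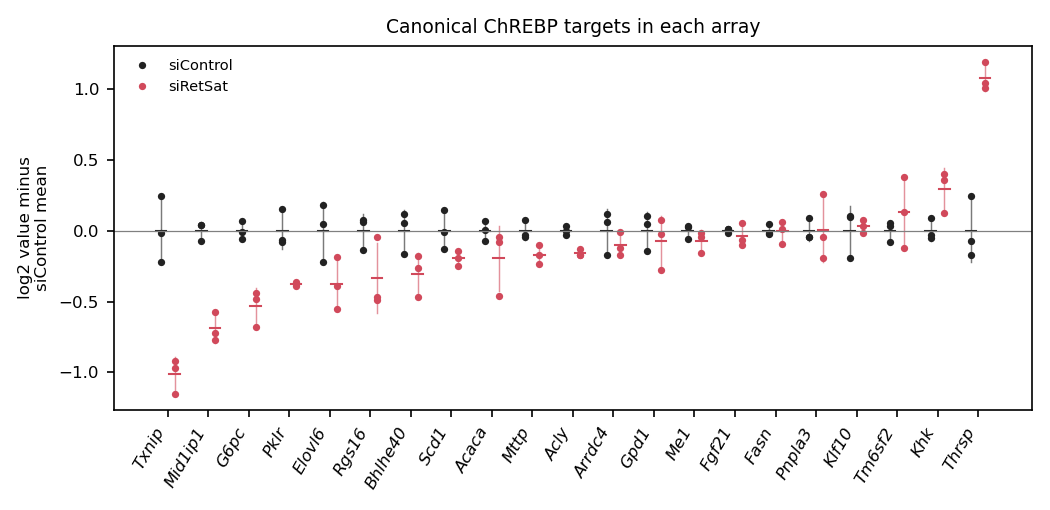
Each dot is 1 array, as its log2 value minus the siControl mean of that gene, for 21 canonical ChREBP targets ordered by log2 fold change. Horizontal bars are group means and vertical lines 1 SD to each side (n = 3), with Txnip lowest at -1.01 and Thrsp highest at 1.08.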

Since ChREBP protein levels were not changed, we asked whether RetSat depletion reduces ChREBP activity. Indeed, a carbohydrate response element (ChoRE)-driven luciferase reporter^33^, showing the expected induction by high glucose, was less active in RetSat-depleted hepatocytes (Fig. 5d). Moreover, ChREBP target genes matched this activity pattern in primary hepatocytes when exposed to either low or high glucose concentrations (Fig. 5e).

**Fig. 5:**
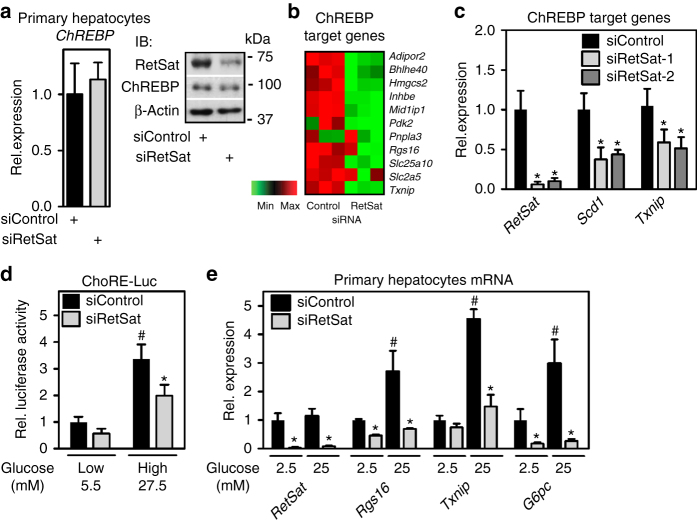
RetSat controls ChREBP activity and glucose sensing in primary hepatocytes. Primary mouse hepatocytes were treated with Control or RetSat siRNA for 48 h, (**a**, *left*) *ChREBP* mRNA expression determined by qPCR, and RetSat and ChREBP protein levels determined by immunoblotting (**a**, *right*). *left*, Data are shown as mean ± 11s.d., *n* = 3 independent transfections of hepatocyte cultures from the same mouse. Two independent experiments yielded similar results. **b** Hepatocytes were treated as described in **a** and mRNA expression of a selection of known ChREBP target genes visualized in a heatmap. **c** Primary hepatocytes were depleted of RetSat using two siRNA’s targeting different sites of the RetSat transcript for 48 h, and expression of the indicated genes analyzed by qPCR. Data are shown as mean ± s.d., *n* = 6 independent transfections of hepatocyte cultures from two different mice; *P < 0.05 between siControl und siRetSat by one-way ANOVA with Bonferroni post test. An independent experiment yielded similar results. **d** Hepatocytes treated with Control or RetSat siRNA were transfected with a ChoRE-Luc reporter, exposed to low and high glucose concentrations as indicated, and analyzed for luciferase activity. **e** Hepatocytes treated with Control or RetSat siRNA were exposed to low and high glucose concentrations as indicated, and mRNA expression determined by qPCR. In **d**, **e**, data are shown as mean ± s.d., *n* = 6 independent transfections of hepatocyte cultures from two mice; two-way ANOVA with Bonferroni post test revealed significances between low and high glucose concentrations (^#^ *P* < 0.05) and between siControl and siRetSat (*P < 0.05). An independent experiment yielded similar results

### RetSat depletion impairs the nuclear accumulation of ChREBP

Upon exposure to high glucose concentrations, cytosolic ChREBP translocates and accumulates in the nucleus^34^. After validating the ChREBP antibody for immunofluorescence (adenoviral ChREBP over-expression strongly induced ChREBP staining, Supplementary Fig. 5a), we compared the nuclear signal intensities of endogenous ChREBP in primary hepatocytes exposed to low or high glucose concentrations. Insulin was added to maximize ChREBP nuclear translocation^35^. We found that high glucose conditions caused a moderate increase in nuclear ChREBP staining (Fig. 6a). In hepatocytes depleted of RetSat (Supplementary Fig. 5b), nuclear accumulation of ChREBP upon high glucose was blunted (Fig. 6a, arrows, and quantification in Fig. 6b). We then asked whether the putative enzymatic product 13,14-dhretinol can compensate for impaired ChREBP responses due to RetSat depletion. Surprisingly, neither the reduced induction of ChREBP target genes (Fig. 6c) nor lower de novo lipogenesis (Fig. 6d) were rescued by providing 13,14-dhretinol, suggesting that dhretinol formation is not the enzymatic reaction required for ChREBP’s activity. We next asked whether a lack of glucose metabolites could be responsible for reduced ChREBP activity and found that RetSat-depleted cells contained higher levels of certain glycolytic and pentose phosphate pathway metabolites, including glucose 6-phosphate and sedoheptulose 7-phosphate (Supplementary Fig. 6). This argues against a primary defect in the generation of ChREBP-activating glucose metabolites in RetSat-depleted hepatocytes. Interestingly, increased concentrations of glucose 6-phosphate were detected also in ChREBP-depleted^36^ or ChREBP-deleted livers^37^, most likely due to altered/impaired glucose-6-phosphate turnover. On the other hand, adenoviral over-expression of ChREBP led to a partial recovery of ChREBP target genes that were downregulated by RetSat depletion (Fig. 6e, f). Notably, some of the genes downregulated by RetSat depletion, including *glucokinase* (*Gck*), were not rescued by ectopic ChREBP (*Gck* mRNA reduced to 51.73 ± 15.79% in siRetSat versus siControl, and similarly reduced to 45.12 ± 20.51% in siRetSat + Adeno-ChREBP versus siControl hepatocytes), suggesting that there are additional mechanisms by which RetSat depletion interferes with gene expression.

**Fig. 6:**
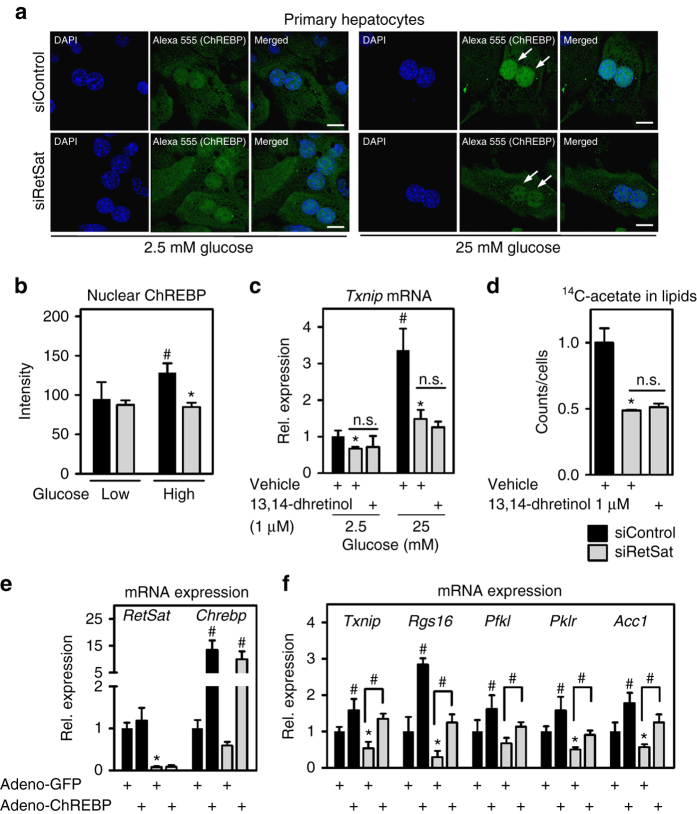
RetSat depletion prevents the glucose-induced nuclear accumulation of ChREBP independent of 13,14-dihydroretinol generation. **a** Primary hepatocytes were seeded on cover slips in 2.5 mM glucose. 24 h later, hepatocytes were treated with Control or RetSat siRNA overnight. The next day hepatocytes were exposed to 2.5 or 25 mM glucose and insulin as indicated for 24 h. After fixation, endogenous ChREBP was stained by immunocytochemistry and its localization determined by confocal microscopy. Nuclei were stained using DAPI, *scale bars* = 20 µm. Representative images of three independent experiments are shown. **b** Quantification of nuclear staining. Data are shown as mean ± s.d., *n* = 6 random optical fields of averaged nuclei intensities (total of >15 nuclei for each condition) from hepatocyte cultures from the same mouse; two-way ANOVA with Bonferroni post test revealed significances between low and high glucose (^#^ *P* < 0.05) and between siControl and siRetSat (*P < 0.05). **c** Hepatocytes were treated with Control or RetSat siRNA overnight. The next morning, cells were incubated with vehicle (DMSO) or 1 µM 13,14-dhretinol for 24 h at the indicated glucose concentrations and mRNA expression of *Txnip* determined by qPCR. Data are shown as mean ± s.d., *n* = 4. Two-way ANOVA with Bonferroni post test revealed significances between low and high glucose (^#^ *P* < 0.05) and between siControl and siRetSat (*P < 0.05), treatment with 13,14-dhretinol had no effect. **d** Incorporation of ^14^C-acetate into extractable lipids was assessed in hepatocytes depleted of RetSat for 48 h and supplemented with 13,14-dhretinol for the final 24 h. Data are shown as mean ± s.d., *n* = 4 independent transfections of hepatocyte cultures from the same mouse; *P < 0.05 between siControl und siRetSat by one-way ANOVA with Bonferroni post test. **e**, **f** Primary hepatocytes were treated with Control or RetSat siRNA and adenoviruses expressing GFP or a GFP-ChREBP fusion protein. Forty-eight hours after transfection/infection, **e** mRNA expression of *RetSat* and *ChREBP* and **f** ChREBP target genes were analyzed by qPCR. Data are shown as mean ± s.d., *n* = 6 independent transfections/infections of hepatocyte cultures from two mice; two-way ANOVA with Bonferroni post test showed significances between GFP and ChREBP (^#^ *P* < 0.05) and between siControl and siRetSat (*P < 0.05). n.s., not significant

We finally compared BioGPS profiles^38, 39^ of RetSat and ChREBP and found a strikingly similar mRNA expression pattern in different murine organs and cell types (Supplementary Fig. 7). To evaluate whether RetSat links functionally to ChREBP in other cell types, we depleted RetSat in mature 3T3-L1^40^ adipocytes that, like hepatocytes, robustly express both proteins (Supplementary Fig. 8a). Indeed, the high-glucose induced upregulation of the ChREBP target gene *Acly* was strongly impaired in RetSat-depleted adipocytes (Supplementary Fig. 8b), suggesting that RetSat’s control of ChREBP activity is not restricted to hepatocytes.

## Discussion

We discovered a novel function of RetSat in liver metabolism. RetSat depletion in primary hepatocytes reduced glycolytic flux, de novo lipogenesis and palmitate desaturation. In HS/HFD-fed mice, acute depletion of RetSat reduced liver TG content, improved glucose tolerance, and lowered blood glucose and serum lipids. Moreover, we found that RetSat expression in liver correlates positively with body weights in both mice and humans, consistent with increased hepatic de novo lipogenesis in obese, insulin-resistant subjects^17^.

To identify the mechanism by which RetSat has such a profound impact on metabolic pathways, we profiled gene expression in primary hepatocytes. At first we were surprised to find such a high number of genes regulated by the sole depletion of this enzyme. However, this pattern hinted towards a transcriptional regulator that would function downstream of RetSat. We identified this transcriptional regulator as ChREBP. We found that RetSat is required for (1) ChREBP activity, target gene expression, and its nuclear accumulation upon high glucose exposure in primary hepatocytes, (2) ChREBP target gene expression in livers of mice re-fed with NC and (3) ChREBP protein levels and target gene expression in livers of HS/HFD-fed mice. Moreover, RetSat expression correlates strongly with that of canonical ChREBP target genes in human liver samples. Most importantly, acute depletion of RetSat in livers of HS/HFD-fed mice induced a phenotype that, in many respects, carries strong resemblance with that of acute depletion of ChREBP in genetically obese mice, including a reduction in serum NEFAs and lower blood glucose levels^36^. On the basis of these findings, our current working model places RetSat upstream of ChREBP by catalyzing the generation of a metabolite that enhances ChREBP’s nuclear translocation, or by degrading a molecule that mediates cytosolic retention.

RetSat’s regulation of ChREBP activity may be relevant in other cell types since there is a strong overlap in their tissue expression pattern. Indeed, we show that RetSat depletion interferes with glucose sensing and the expression of ChREBP target genes also in adipocytes. Since we recently reported that activating ChREBP by high glucose concentrations or expressing a constitutive-active ChREBP in precursor cells enhances adipocyte differentiation^25^, RetSat’ s requirement for in vitro adipocyte differentiation^5^ may in fact be due to its ChREBP-activating function. Reduced RetSat expression in adipose tissue of obese mice and humans^5^ is also consistent with its function in de novo lipogenesis, since obesity and insulin resistance, in stark contrast to liver, associate with reduced adipose tissue de novo lipogenesis^17, 24^.

Although Srebp1c and Lxrα are interconnected with ChREBP and partially overlap in controlling glycolytic and lipogenic gene expression^31, 41–43^, we have no indication that RetSat directly affects either of them. However, we would expect that Srebp1c’s proteolytic activation, functionally more relevant than its mRNA levels, could be affected in HS/HFD-fed mice depleted of hepatic RetSat due to low serum insulin levels which are known to affect its processing^44^.

By identifying RetSat’s function in liver several questions arise that should be addressed in future experiments. The most important is in regard to RetSat’s enzymatic function. Similar to adipocyte differentiation^5^, defects due to RetSat depletion were not overcome by providing the putative enzymatic product 13,14-dhretinol. If not retinol conversion, by which reaction does RetSat control ChREBP activity? Molecular cues, including post-translational modifications, that enhance or prevent nuclear translocation of ChREBP are complex^27, 45–47^ and a careful dissection may identify RetSat’s involvement. For instance, it has been hypothesized that RetSat reduces Δ^13^ of certain polyunsaturated fatty acids (PUFAs)^48^. Since ChREBP activity is suppressed by PUFAs, but not by MUFAS or saturated fatty acids^35^, RetSat may induce ChREBP activity by metabolizing PUFAs. Notably, not all effects of RetSat depletion can be explained by working upstream of ChREBP, indicating that additional mechanisms may play a role. Another puzzling aspect is that RetSat whole-body knockout mice, even when fed a HFD, lacked changes in hepatic or serum TG levels^11^. Whether or not this is due to compensatory mechanisms that can be invoked in germline knockout models has to be determined.

Taken together, we found that RetSat coordinates liver metabolism by upstream regulation of ChREBP. When balanced with metabolically favorable aspects of activated ChREBP, e.g. de novo lipogenesis in adipose tissue^24^, and fatty acid desaturation^49^ and suppression of SREBP2-mediated detrimental cholesterol overload^50^ in liver, pharmacological inhibition of RetSat and lower ChREBP activity in liver may have therapeutic potential to treat hepatic steatosis, dyslipidemia and hyperglycemia.

## Methods

### Human liver samples

Informed consent was obtained from each patient and the study protocol conformed to the ethical guidelines of the 1975 Declaration of Helsinki and was approved by the ethics committee of the Charité -Universitätsmedizin Berlin (INSIGHT study, German Clinical Trials Register: DRKS00005450). Twenty-nine patients were eligible for the current study, details regarding inclusion and exclusion criteria have been published^51^. To avoid hypoxia-induced artefacts, perfused liver tissue samples were taken by knife extraction immediately after starting surgery. Degree of liver steatosis was evaluated by means of histopathology according to standard criteria^15^. Liver samples were immediately snap-frozen and processed for mRNA and gene expression. Characteristics of patients are given in Supplementary Table 2. In a subset of higher yield liver samples (*n* = 14), lipid profiles were determined based on a published methodology^52^. Lipid extracts were methylated by acid- and base-catalyzed procedures using a combination of 0.5 N methanolic sodium hydroxide (Merck) and 10% (w/w) boron trifluoride-methanol (Supelco, USA, 100 °C for 5 min each). Subsequently, fatty acid methyl esters (FAME) were purified by thin layer chromatography and dissolved in n-hexane for analysis. A system of two gas chromatography/flame ionization detector methods was used to analyze the full FA spectrum (GC-17 V3 Shimadzu, DB-225MS Agilent and GC-2010, Shimadzu, CP-select, Varion). FA data are presented as percentage of the total area of all FA peaks (% of total FAME).

### Animal studies

Animal procedures were in accordance with institutional guidelines and approved by the corresponding authorities (approval at the University of Pennsylvania by the Institutional Animal Care and Use Committee, and at the Charité by the Landesamt für Gesundheit und Soziales Berlin). Male C57BL/6 J mice (provided by the Jackson Laboratory or the Research Institute for Experimental Medicine of the Charité) aged 6–8 weeks were used for all experiments if not stated otherwise. Mice were fed either normal chow (NC, ssniff R/M-H) or a 60 kcal% high-fat/high-sucrose diet (HS/HFD, D12492, Research Diets). Obese and insulin-resistant mice were obtained feeding 6-week-old mice HS/HFD for at least 8 weeks. For fasting experiments, cages were replaced and food withheld for 24 h. Re-feeding experiments were carried out by providing chow diet for 4 h after the 24 h fasting period. For comparing hepatic RetSat expression in lean or diet-induced obese mice, a previously described cohort was used^5^.

### Adenovirus generation and tail-vein injection into mice

Adenoviral vectors expressing shRNA against β-Galactosidase (βGal) or RetSat were cloned using the BLOCK-iT U6 RNAi Entry Vector Kit and Adenoviral RNAi Expression System according to the manufacturer’s instructions (ThermoFisher). Adenoviruses expressing GFP or a GFP- murine ChREBP fusion protein are described elsewhere^25^. Viruses were amplified in HEK293 cells (Clontech) and purified by standard CsCl gradient centrifugation and dialyzed against 0.9% saline. Titers were determined by the Adeno-X Rapid Titer Kit (Clontech). For liver-selective RetSat depletion, ~10E10 infectious units of shβGal-or shRetSat-expressing adenoviruses were injected via the tail vein into lean or obese, insulin-resistant mice.

### Mouse characterization

24 h food intake was determined three days after virus injection. Five days after injection, mice were fed ad libitum or starved for 24 h, blood glucose determined (Contour, Bayer) and sacrificed. Serum was obtained by cardiac puncture and organs collected for protein and mRNA analyses. Liver TG were determined after hydrolyzing ~50 mg of liver tissue for 5 h at 60 °C with 1:1 volume ethanol/30% KOH. After adding equal volumes of 1 M MgCl_2_ and 10 min incubation on ice, samples were centrifuged and TG-derived glycerol content in the liquid phase determined (Diasys). Serum TG (Diasys), NEFAs (Wako diagnostics) and insulin (Rat Insulin ELISA, CrystalChem) were measured by the indicated kits. For histology, liver pieces were fixed overnight in 4% paraformaldehyde and embedded in OCT for cryosectioning and subsequent Oil Red-O staining. Glucose tolerance was determined by intraperitoneal (ip.) injection of 0.5 g/kg glucose after a 16 h fasting period and repeated blood glucose measurements. Insulin tolerance was assessed by ip. injection of 0.75 U/kg insulin (Insuman rapid, Sanofi) after a 6 h fasting period and blood glucose measurements after the indicated times.

### Measurement of hepatic de novo lipogenesis

Mice were fed ad libitum and ip. injected with deuterated water (Sigma) (20 μl per gram body weight). Mice were killed 6 h later and liver tissue and whole blood collected. Palmitate content was analyzed using gas chromatography-mass spectrometry. We determined the percentage contribution of newly made fatty acid using the equation: percentage of newly made fatty acid = (total ^2^H-labeled fatty acid/(^2^H-labeled body water × *n*)) × 100, where *n* is the number of exchangeable hydrogens, assumed to equal 22 for palmitate. We determined the absolute amount of newly synthesized fatty acids by multiplying the percentage of newly made fatty acids by the concentration of the total fatty acids^53^.

### Primary hepatocyte isolation and cell culture

Isolation of hepatocytes was performed as previously described^54^ with slight modifications. Mice were anesthetized by ip. injection of ketamine-xylazine and livers perfused via the inferior vena cava with 25 ml of pre-warmed perfusion buffer (Earle’s Balanced Salt Solution w/o CaCl_2_/MgCl_2_ (ThermoFisher)) followed by perfusion with 30 ml of pre-warmed digestion buffer (Hank’s Salt Solution w/o Phenol red (ThermoFisher), supplemented with 5000 U collagenase (Worthington)). The excised liver was minced, the cell suspension filtered through a 250 micron mesh filter, and hepatocytes collected by a Percoll gradient centrifugation (GE Healthcare). Cell viability was assessed by Trypan Blue staining and hepatocytes seeded on collagen-coated 12-well plates (250,000 cells per well) in Dulbecco’s modified Eagle’s medium (DMEM) w/o pyruvate containing 25 mM glucose, 10% fetal bovine serum (FBS) (Invitrogen) and 1% penicillin/streptomycin (GIBCO). 3T3-L1 cells (ATCC) were grown to confluence in DMEM w/o pyruvate containing 25 mM glucose, 10% FBS, and penicillin/streptomycin (ThermoFisher). Adipocyte conversion of 3T3-L1 cells was induced by supplementing 10 µg/ml insulin, 2 µM dexamethasone and 500 µM isobutylmethylxanthine for 2 days and for another 2 days by 10 µg/ml insulin only^55^. Cells were used for experiments when at least 90% were differentiated to adipocytes. HEK293 cells were grown in DMEM containing 10% FBS and 1% penicillin/streptomycin. Glucose concentrations for sensing experiments were used as indicated. Cells were not tested for mycoplasma contamination.

### siRNA-mediated silencing in hepatocytes and 3T3-L1 adipocytes

After the attachment of hepatocytes to the cell culture plate, media was replaced by 500 µl of DMEM without supplements, and cells transfected with 1 nmol of siRNA (Eurogentec) and 4 µl of Lipofectamine 2000 (Invitrogen) per 12-well overnight. The next morning, media was replaced by DMEM containing 10% FBS and 1% penicillin/streptomycin. siRNA-mediated silencing in 3T3-L1 adipocytes was performed by electroporation (Nucleofector solution V, Lonza) with 3 nmol of siRNA (Eurogentec, Supplementary Table 3).

### GC-MS based metabolomics and de novo lipogenesis in hepatocytes

Hepatocytes were harvested using cooled (−20 °C) 50% MeOH/H_2_0. To analyze incorporation of ^13^C carbon in central glycolytic intermediates, cells were incubated for 5 min with ^13^C6 glucose (Sigma) and label incorporation was analyzed as previously described^56^. Extracts were transferred to falcon tubes and chloroform was added to achieve mixture of methanol-chloroform-water (MCW) (5:2:1/v:v:v) (Methanol LC-MS-grade, Chloroform Reagent Plus 99,8% Sigma-Aldrich); cinnamic acid as internal standard (Sigma-Aldrich) was added (2 mg/ml). Supernatant was collected and shaken at 750 r.p.m. and 4 °C for 60 min followed by centrifugation for 10 min at 5000 *g* to separate the polar (top), lipid (bottom) and interface (tissue debris) layers. Polar and lipid phases were dried under vacuum for 12 h. Polar and lipid extracts were processed and analyzed using gas chromatography-mass spectrometry (GC-MS)^57^. Metabolite analyses were performed by a Pegasus III mass-spectrometer (LECO, St. Joseph, USA) equipped with an Agilent 6890 N gas chromatograph and a VF-5ms column with 30 m length and 250 µm inner diameter (Agilent, Santa Clara, USA). 1 µl of sample was injected into a baffled liner (Gerstel, München, Germany) with a 1:5 split-ratio under a helium-flow of 1.2 ml/min. The oven was heated from 70 to 350 °C with 5 °C/min to 120 °C and 7 °C/min to 350 °C followed by 2 min hold time. Scan rates of 20 Hz and mass ranges of 70–600 Da were used. The GC-MS chromatograms were initially processed with the ChromaTOF software (LECO). The Golm metabolome database (GMD) was used to identify substances in chromatograms achieved from polar and lipid phases with respect to spectra-similarity and retention index. Data matrices for relative quantification were extracted from the mass spectra using MetMax software^57^ and metabolite data were normalized to the internal standard measured in the corresponding sample. Lipogenesis was determined by incubating primary hepatocytes with 0.25 µCi/ml [1-^14^C]-acetic acid and 25 mM glucose with or without 100 nM insulin for 2 h. Cells were then washed 3× with PBS and harvested in 1:1 volume ethanol/30% KOH. After saponification at 70 °C for 2 h and acidification with 5 M sulfuric acid, total lipids were extracted by hexane and incorporated ^14^C radioactivity measured by scintillation.

### Confocal microscopy

Cells were fixed with 4% paraformaldehyde on ice for 20 min, washed with PBS and permeabilized with 0.5% Triton X-100 at room temperature (RT) for 15 min. To block non-specific staining, cells were washed and incubated for 1 h at RT in PBS containing 3% BSA and 0.02% Tween and immunolabeled overnight at 4 °C with primary antibodies: RetSat^5^ (diluted 1:300 in 3% BSA with 0.02% Tween20), ChREBP (NB400-135, Novus Biologicals, lot M1, diluted 1:300 in 3% BSA with 0.02% Tween20). Cells were washed and incubated with fluorochrome-conjugated secondary antibody (Alexa Fluor^®^ 555 (Life Technologies, diluted 1:600 in 3% BSA) for 1 h at RT. Cells were washed and nuclei were stained with DAPI (Life Technologies) and mounted in Mowiol. Cells were imaged using a confocal microscope (Leica DM 2500). Background subtraction was performed and intensities were quantified by ImageJ software.

### Luciferase reporter assays

Following transfection of primary hepatocytes with control or RetSat siRNA overnight, cells were transfected with a reporter that contained two copies of the *ACC1* carbohydrate response element (ChoRE) in its promoter driving firefly luciferase expression^33^ using lipofectamine in the presence of 5.5 mM glucose and 100 nM insulin for 4 h. Culture medium was changed to either 5.5 or 27.5 mM glucose and 100 nM insulin and cells harvested 16 h later. ChoRE-firefly luciferase reporter activity was normalized to co-expressed renilla luciferase (Dual Luciferase, Promega).

### Immunoblotting

Whole-tissue or whole-cell proteins were isolated and homogenized by standard methods and separated by sodium dodecyl suphate–polyacrylamide gel electrophoresis. Protein concentrations were determined by the BCA method (Thermo Scientific). After incubation with antibodies for RetSat^5^ (diluted 1:1000 in 4% skimmed milk), ChREBP (NB400-135, lot J1,M1 or M6 (Novus Biologicals, diluted 1:1000 in 0.05% BSA)^25^ (both antibodies were validated in the referenced studies), Ran (#610340, BD Biosciences, diluted 1:1000 in 4% skimmed milk), Anti-flag (A8592, Sigma, diluted 1:1000 in 4% skimmed milk), β-Actin (sc-47778, Santa Cruz, diluted 1:1000 in 4% skimmed milk), phospho Akt (S473, #4060, Cell Signaling, diluted 1:1000 in 4% BSA), and total Akt (#9272, Cell Signaling, diluted 1:1000 in 4% BSA), secondary horseradish-conjugated antibodies (goat anti-rabbit (#31460, Pierce) and goat anti-mouse (#31440, Pierce), diluted 1:1000-1:5000 in 4% skimmed milk) were added as appropriate and a chemiluminescent substrate kit (Thermo) used for detection.

### Isolation and quantification of mRNA expression

RNA was purified using spin column kits (Macherey-Nagel, Germany). cDNA was generated using MMLV-RT (Promega) or the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). qPCRs were performed using Sybrgreen PCR Mastermix (Roche) and evaluated according to the standard curve method. All mRNA expression data were normalized to murine 36B4 or human HPRT. Primer sequences are listed in Supplementary Table 3. Gene expression profiling was performed using Affymetrix Mouse Gene 1.0 ST Array arrays by hybridizing three independent transfections of control or RetSat siRNA-treated primary hepatocytes as described previously^5^ by the University of Pennsylvania Microarray Core Facility. Gene Ontology analysis of regulated genes was performed using DAVID^58, 59^. Row-normalized heatmaps were generated by the Heatmap Builder.

### Statistical analyses

Statistical tests are described in the respective figure legends. Sample size estimate for mouse studies was based on power analyses using the analysis platform at the University of Muenster (https://campus.uni-muenster.de/fileadmin/einrichtung/imib/lehre/skripte/biomathe/bio/falla.html). With the observed group differences and the expected variation of measured in vivo parameters, *n* = 5 will provide more than 90% power at the type I error rate of 0.05. Mouse experiments were not randomized or conducted blind to conditions, no exclusion criteria were defined. After testing for normal distribution, statistical analysis was performed using one-way analysis of variance (ANOVA) followed by Bonferroni post test when more than two groups were compared, two-way ANOVA followed by Bonferroni post test when two conditions were investigated and a two tailed Students’s *t* test when only two groups of data were concerned, and *P* < 0.05 was deemed significant. Correlation analyses regarding human data were performed using the Pearson or Spearman rank correlation coefficient. Statistical analyses were calculated by GraphPad Prism (GraphPad Software).

### Data availability

Affymetric expression profiling data of primary hepatocytes depleted of RetSat that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) repository^60^ with the accession code GSE100211.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

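Gene expression was measured in primary mouse hepatocytes transfected overnight with control siRNA or siRNA against RetSat. By the sample labels, RNA was taken 48 h after the medium change that followed. There were 3 independent transfections of each on Affymetrix Mouse Gene 1.0 ST arrays. The authors deposited normalized log2 intensities for 35556 probe sets on 6 arrays. The submitters' processing notes name RMA, which corrects background, normalizes by quantiles and summarises probes, and Partek 6.6. The version of the probe annotation and any filter are not given in the sources used here. The values are on the log2 scale from 1.46 to 13.7, and array medians lie between 4.29 and 4.50. For arrays, their number limits the precision.

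Probe sets were named through GEO's platform annotation, with 21789 holding 1 gene symbol, 1621 several and 12146 none. Symbols were updated by Entrez identifier through NCBI RefSeq's table for GRCm38.p6, which matched 21698 and left 91 with the symbol of the platform annotation. Probe sets with several symbols or none were left out of the gene-level test. Where a gene had several probe sets, as 999 genes did, the one with the highest mean over all 6 arrays was used, which gave 19938 genes. No build is named in the sources used here, so no coordinates are given.

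The groups were compared by limma 3.58.1 in R 4.3.3 (lmFit and eBayes, siRetSat minus siControl, no covariates), with Benjamini-Hochberg adjustment over all 19938 genes and a threshold of 0.05, and separately at the study's cutoffs of an unadjusted P under 0.05 and a fold of at least 1.25. Shifts of gene lists were tested by camera with a preset correlation of 0.01, and again with an estimated correlation and with fry. The share of a list among genes past the study's cutoffs was tested by two-sided Fisher's exact test against all genes tested. Both were adjusted over 31 hand-written lists, of whose 539 symbols 492 were measured. Gene ontology annotation was not used here, so the enrichment of Fig. 1c was not recomputed. The lists, the main tests and the rule for naming genes were set before the data were examined. That rule took RetSat, the genes the paper names for hepatocytes, the 10 largest rises and 10 largest falls among genes past the adjusted threshold whose groups did not overlap, and up to 4 members of each described list with the smallest p. Shmt2, Tagln, Myh11, Mylk, Srf, Myl9, Ankrd1, Thbs1 and Tuft1 fall outside that rule and were named after their values were seen.

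The limma step was tested on simulated data with the means and spread of these 19938 genes, with 200 genes changed in each of 20 runs. It recovered 4.7% of genes changed by 1.25-fold, 60.6% by 1.5-fold, 98.7% by 2-fold and 100% by 4-fold at an adjusted p under 0.05, and 5.5% of calls were false. Alternatives were another test, a variance trend, the replicate number as a block, a filter on dim genes at the 40th percentile, another quantile normalization, median centring, background subtraction at the 5th percentile with a floor of 16, the mean of a gene's probe sets, array weights, all probe sets and the omission of each array. The omission of both arrays of a replicate number, and the test of all probe sets by the methods' t-test, were added after seeing the data. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.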

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

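The tests on macrophages, siRNA sensing, fibroblast collagens, the omission of both arrays numbered 1 and a shared batch, and the counts of genes in other splits of the arrays, were chosen after the result was seen, whereas the tests on other actin genes, on repeated quantile normalization and on lists in other splits were set before their outcome was known.

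Type I interferon response genes, which the paper's text does not discuss, were higher in siRetSat for 19 of 22 measured (21 when adjusted over the list alone) and lower for none, with a median log2 fold change of 1.13 (camera, adjusted p = 1.26e-36, and adjusted p = 0.0975 with an estimated correlation). The arrays numbered 1 do not account for it, since the median without both was 1.21. Macrophages mixed into the siRetSat wells stay open. The 7 abundant macrophage genes examined reached a siRetSat mean of at most 4.56 on the log2 scale, but 6 of them are dim. Cd14 and Cd68, outside those 7 and bright in both groups, had log2 fold changes of 0.59 (adjusted p = 0.0208 from limma) and 0.40 (adjusted p = 0.0563). The shift of the macrophage list did not pass for all 14 markers (camera, adjusted p = 0.190) but did for the 4 that are not dim (adjusted p = 0.0109). By the paper's methods, hepatocytes were collected on a Percoll gradient before seeding, and how many macrophages remained was not tested. The 4 RNA sensors examined had a median log2 fold change of 1.04, but they are themselves interferon-induced and members of this list. Their rise is therefore part of the pattern and does not test sensing of the siRNA duplex. Such sensing may contribute and stays open, since the samples analysed here hold no second siRNA against RetSat. An effect of RetSat loss itself is a hypothesis that the same comparison cannot tell apart from either.

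Acta2, among the 10 largest falls, and Tagln (transgelin), picked after its value was seen, encode contractile proteins that the paper's text does not discuss. Their log2 fold changes were -2.40 and -1.46. Among other such genes Cnn1, Acta1 and Myl9 fell too, at -1.87, -1.78 and -0.98, each at an adjusted p under 0.05 from limma. Others did not pass, as Myh11 at -0.53 (adjusted p = 0.135) and Mylk at 0.03. A lower share of stellate cells and fibroblasts, which express Acta2 and Tagln, is argued against. The mean log2 value of Col1a1, Col1a2 and Col3a1 was not lower in siRetSat to match. The difference was 0.38, which rests on siRetSat 2 and is 0.03 without it. The arrays numbered 1 do not account for the fall of Acta2, which was at -2.43 without both of these arrays. Lower activity of the actin and serum response factor (SRF) programme is a candidate explanation that stays open, since among 28 other measured genes of that programme 5 fell (Myl9, Srf, Ankrd1, Thbs1 and Tuft1) and none rose, but their median of -0.198 lay just short of the bound of -0.2 set for it (camera, p = 1.77e-10, and p = 0.0481 with an estimated correlation). Cross-hybridisation between Acta1 and Acta2 was not tested.

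The arrays numbered 1 stood apart from the other arrays of their group, with the first principal component of deviations from the group means holding 61.5% of the variance. Scale differences left by the normalization are argued against as the whole cause, since the correlation between the deviations of siControl 1 and siRetSat 1 was 0.547 as deposited and 0.441 after another quantile normalization. A shared day or batch for each replicate number may contribute and stays open. The lowest correlation among the 3 same-numbered pairs was 0.0398, for the arrays numbered 2. These lie nearest their group means on the first principal component, so this value cannot decide. Scores on that component ran in the same order by number in both groups. They were -19.05, 3.663 and 15.38 in siControl and -23.61, 7.258 and 16.35 in siRetSat. No biological explanation was tested.

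Of 21 measured ATF4 target and serine synthesis genes, which the paper's text does not discuss, 5 were lower (Mthfd2, Asns, Aldh18a1, Nupr1 and Shmt2), none was higher and 9 were lower when adjusted over the list alone, with a median of -0.28 (camera, adjusted p = 9.57e-07, and adjusted p = 0.0659 with an estimated correlation). That correlation was estimated at -0.0435, below the preset 0.01, so it does not account for the loss. Tested by fry against no change, the ATF4 list had an adjusted p of 0.000384. None of the 4 members named by rule, Mthfd2, Asns, Aldh18a1 and Nupr1, passed in more than 1 of the 6 fits that leave out a single array. Thrsp, a ChREBP target that the paper's text does not name, had a log2 fold change of 1.08, against the direction of most other targets.

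The 6 arrays can be split into 3 and 3 in only 10 ways, too few for a share under 0.05. At an adjusted p under 0.05 the real split gave 710 genes and the highest other split 0, and 1 of the 10 splits gave as many as the real one, itself. At the study's cutoffs the real split gave 1805 and the highest other 1510, again with 1 of 10 as large, and that other split sets siControl 1, siControl 2 and siRetSat 1 against the rest. For gene lists past an adjusted camera p of 0.05 the real split gave 5 and the highest other 9, with 4 of 10 as large, and the 9 came from siControl 1, siControl 3 and siRetSat 1 against the rest. Every other split keeps part of the contrast between the siRNAs.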

How the results depend on the processing

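RetSat stayed lower and past the adjusted threshold in each of the 19 settings run for it, with log2 fold changes from -2.44 to -2.13. The 710 genes at an adjusted p under 0.05 became 196 with the methods' t-test, 1078 with a mean-variance trend and 1541 with replicate block. Median centring gave 342, background subtraction 445 and array weights 2905. Over all probe sets limma gave 329 and the t-test 97. Leaving out a single array gave 207 to 646, and both of a number 15 (number 2), 111 (number 3) and 822 (number 1). Leaving out both and the t-test over all probe sets were chosen after seeing the data. At the study's cutoffs every setting stayed within 1.5 times of 1805. The replicate numbers were not taken to pair the samples, since same-numbered deviations correlated at 0.547, 0.0398 and 0.541 and siControl 2 and siRetSat 2 did not correlate best with their own number. With adjusted p in parentheses, list shifts were lost with an estimated correlation for glycolysis (0.624), Fig. 5b targets (0.0659), canonical targets (0.624), interferon (0.0975) and ATF4 (0.0659). By fry, which tests a list against no change and not against other genes, glycolysis (0.0826) and canonical targets (0.0814) did not pass. The shift of macrophage markers passed without dim genes (0.0109), which left 4 of the 14. The shift of fatty acid elongation, desaturation and esterification passed with a trend (0.0360) and with array weights (0.0327), and ranged from 0.000945 without siControl 1 to 0.340 without siControl 2. Without dim genes the share among regulated genes no longer passed for glycolysis (0.0923), fatty acid oxidation (0.0949) and hepatocyte identity (0.0807), and with calls at an adjusted p under 0.05 for glycolysis (0.546). Taken by direction, which leaves fewer calls, glycolysis passed among genes that fell (0.00294) and has no call among those that rose (1.0). Amino acid catabolism passed among genes that fell (0.000188) but not that rose (0.403), and hepatocyte identity likewise (0.00290 and 1.0). Drug metabolism passed among genes that rose (0.0378) but not that fell (0.0894). Coagulation (0.0569 fell, 0.0948 rose), fatty acid oxidation (0.0569 fell, 0.500 rose) and the acute phase (0.158 fell, 0.0842 rose) passed in neither direction alone. Fatty acid elongation, desaturation and esterification passed among genes that fell (0.0149), and cholangiocyte markers among genes that rose (0.0378) but not that fell (0.434). Amino acid catabolism also passed with calls at an adjusted p under 0.05 (0.000162). Apart from smaller sets of genes or samples, the cause was not tested. Of 102 named genes 67 passed, 35 of them in all 6 fits that leave out a single array, including 19 of the 20 largest changes (not Tmem123). Of the 67, the t-test kept 21, background subtraction 43, median centring 47 and leaving out both arrays numbered 2 or 3 kept 12 or 26. Array weights added 20 and a replicate block 14. No called gene changed direction in any setting. A slide or scan date block was not run, as the files used here give none. Slc2a5 was the only one of the paper's genes left out with the dim ones.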

Differences from the paper's values

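At the paper's cutoffs of P under 0.05 and a fold of at least 1.25, the paper's reported number of regulated genes is 1602 and limma gave 1805 here. The methods' t-test on the same genes gave 1425 and limma without dim genes 1661, and among the alternatives set before the data were examined only the count over all probe sets, 2602, was more than 1.5 times the paper's. The methods' t-test over all probe sets, chosen after the values were seen, gave 1929.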

Other observations

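Among genes of lipid synthesis Fads2, Lpin2 and Mid1ip1 fell and Thrsp rose. Fads2, a fatty acid desaturase, and Lpin2, a phosphatidate phosphatase, fell, with log2 fold changes of -0.75 and -0.61, both at an adjusted p under 0.05 from limma, though Lpin2 passed neither without siControl 2 nor without siRetSat 2. Of 23 genes of fatty acid elongation, desaturation and esterification, 2 fell, none rose and 21 did not pass, and 5 fell when adjusted over the list alone (camera, adjusted p = 0.0650). Past the study's cutoffs 5 members were lower and none higher (two-sided Fisher's exact test, adjusted p = 0.0937, and 0.0149 among genes that fell). Elovl6 had a log2 fold change of -0.38 (adjusted p = 0.235), Dgat1 of -0.32 (adjusted p = 0.109) and Scd1 of -0.20 (adjusted p = 0.440). Of 9 genes of de novo lipogenesis 1 rose (Thrsp) and 1 fell (Mid1ip1), also when adjusted over the list alone (camera, adjusted p = 0.807, and Fisher's exact test, adjusted p = 0.0796), with Acly at -0.16, Acaca at -0.20 and Fasn at -0.01, none past the threshold. The transcription factors ChREBP (Mlxipl), Srebf1 and LXRα (Nr1h3) had log2 fold changes of 0.05, 0.04 and 0.15, none past the threshold.

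Genes of other liver functions changed in both directions. Past the study's cutoffs, members were over-represented for drug metabolism (two-sided Fisher's exact test, adjusted p = 0.00128), the acute phase (0.00645), hepatocyte identity (0.0102) and fatty acid oxidation (0.0273), the last 2 of which did not pass without dim genes, but not for retinoid metabolism (0.104). Lipoprotein assembly (0.0291) and p53 targets (0.017) passed the same test, but neither passed without dim genes. Of 22 genes of fatty acid oxidation, Vnn1 rose by 1.31, whereas Slc25a20, Hadh and Cpt1a, which act in mitochondrial fatty acid import and oxidation, fell, at -0.63, -0.40 and -0.52 (camera, adjusted p = 0.410). Of 24 genes of retinoid metabolism and retinoic acid response, Dhrs3 and Tgm2 fell, at -0.55 and -0.72, and none rose (camera, adjusted p = 0.651). Of 20 acute phase genes, Crp and Apcs fell, at -1.34 and -1.11, and Hamp and Saa4 rose by 1.28 and 1.12 (camera, adjusted p = 0.676). Of 15 drug metabolism genes, Cyp3a13 and Ugt2b1 fell, at -1.43 and -1.15, and Cyp2b10 and Cyp2f2 rose by 0.75 and 0.48 (camera, adjusted p = 0.967). Among 23 markers of hepatocyte identity 4 fell and none rose (camera, adjusted p = 0.161). The 4 were the transcription factor Onecut1 at -1.25, Cps1 at -0.82, Ahsg at -0.52 and Fgb at -0.42. Beside them, of 7 markers of cholangiocytes, the bile duct cells, Krt23 and Sox9 rose by 1.09 and 0.45 and Prom1 fell, at -1.57, with 4 past the study's cutoffs, 3 higher and 1 lower (Fisher's exact test, adjusted p = 0.00645, and camera, adjusted p = 0.644). Each of these counts is at an adjusted p under 0.05 from limma over all genes. Of these genes, Vnn1, Crp, Apcs, Hamp, Cyp3a13, Onecut1, Krt23 and Prom1 passed in all 6 fits that leave out a single array. By contrast, Slc25a20, Hadh, Cpt1a, Dhrs3, Tgm2, Saa4, Ugt2b1, Cyp2b10, Cyp2f2 and Sox9 passed neither without siControl 2 nor without siRetSat 2. The same holds for the hepatocyte markers Ahsg, Cps1 and Fgb. Adjusted over the list alone, 2 rose and 4 fell for fatty acid oxidation, 2 rose and 2 fell for retinoids, 3 rose and 5 fell for the acute phase, 4 rose and 3 fell for drug metabolism, 2 rose and 6 fell for hepatocyte identity and 3 rose and 1 fell for cholangiocytes.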
